# Systemic Delivery of scAAV8-Encoded MiR-29a Ameliorates Hepatic Fibrosis in Carbon Tetrachloride-Treated Mice

**DOI:** 10.1371/journal.pone.0124411

**Published:** 2015-04-29

**Authors:** Matthew K. Knabel, Kalyani Ramachandran, Sunil Karhadkar, Hun-Way Hwang, Tyler J. Creamer, Raghu R. Chivukula, Farooq Sheikh, K. Reed Clark, Michael Torbenson, Robert A. Montgomery, Andrew M. Cameron, Joshua T. Mendell, Daniel S. Warren

## Abstract

Fibrosis refers to the accumulation of excess extracellular matrix (ECM) components and represents a key feature of many chronic inflammatory diseases. Unfortunately, no currently available treatments specifically target this important pathogenic mechanism. MicroRNAs (miRNAs) are short, non-coding RNAs that post-transcriptionally repress target gene expression and the development of miRNA-based therapeutics is being actively pursued for a diverse array of diseases. Because a single miRNA can target multiple genes, often within the same pathway, variations in the level of individual miRNAs can potently influence disease phenotypes. Members of the miR-29 family, which include miR-29a, miR-29b and miR-29c, are strong inhibitors of ECM synthesis and fibrosis-associated decreases in miR-29 have been reported in multiple organs. We observed downregulation of miR-29a/b/c in fibrotic livers of carbon tetrachloride (CCl_4_) treated mice as well as in isolated human hepatocytes exposed to the pro-fibrotic cytokine TGF-β. Importantly, we demonstrate that a single systemic injection of a miR-29a expressing adeno-associated virus (AAV) can prevent and even reverse histologic and biochemical evidence of fibrosis despite continued exposure to CCl_4_. The observed therapeutic benefits were associated with AAV transduction of hepatocytes but not hepatic stellate cells, which are the main ECM producing cells in fibroproliferative liver diseases. Our data therefore demonstrate that delivery of miR-29 to the hepatic parenchyma using a clinically relevant gene delivery platform protects injured livers against fibrosis and, given the consistent fibrosis-associated downregulation of miR-29, suggests AAV-miR-29 based therapies may be effective in treating a variety of fibroproliferative disorders.

## Introduction

Acute tissue injury is characterized by transient increases in inflammation and extracellular matrix (ECM) that resolve over time as the wound heals and homeostatic tissue remodeling returns matrix proteins and local cellular populations to pre-injury levels. In contrast, many chronic inflammatory stimuli including infection, autoimmunity and toxin exposure are associated with persistently elevated myofibroblast populations and unabated matrix synthesis and deposition. The consequential accumulation of excess ECM, commonly referred to as fibrosis, displaces functional parenchyma and contributes to organ dysfunction and failure. Fibrosis can occur in all tissues of the body and is a central pathological component of diseases that affect the heart, liver, lungs and kidneys. Unfortunately, and despite significant progress in our understanding of fibroproliferative pathways, organ fibrosis continues to account for a significant fraction of the morbidity and mortality in the developed world with few, if any, effective treatments [1].

The ECM not only provides critical structural support for tissues but also establishes a dynamic microenvironment that influences the proliferation, migration and function of surrounding cells. Regulating the composition and abundance of matrix proteins is thus an important biological process and recent studies have identified microRNAs (miRNAs) as key regulators of several ECM structural proteins as well as the cytokines and proteases that regulate their synthesis, deposition and stability (reviewed in [2–4]). MicroRNAs are short, non-coding RNAs that bind to partially complementary sites in the 3’UTR of target messenger RNAs (mRNAs) and post-transcriptionally repress their expression. Aberrant regulation of miRNAs has been implicated in the pathogenesis of many human diseases [5,6] and therapeutic approaches that seek to normalize the expression of dysregulated miRNAs could potentially be applied to a wide array of disorders [7]. To that end, antisense oligonucleotides or “sponges” (synthetic concatemers of miRNA target sites) can be used to inhibit overexpressed miRNAs while synthetic mimics or ectopic expression of miRNA precursors can functionally replace repressed miRNAs [8,9]. Although the lack of established methods for targeted delivery to specific tissues or cell-types remains a significant hurdle, the small size and relative stability of mature miRNAs represent inherent advantages compared to other nucleic acid based therapeutic strategies. In addition, while the therapeutic threshold will vary for different miRNAs and conditions, the pleiotropic nature of miRNA regulation suggests that even partial normalization of a dysregulated miRNA could provide significant therapeutic benefit.

Numerous extracellular matrix (ECM) proteins including several collagens, elastin and fibrillin are validated targets of the miR-29 family [10–15], which includes miR-29a, miR-29b and miR-29c. In humans and mice these miRNAs are encoded by two distinct transcripts (miR-29a/miR-29b-1 and miR-29b-2/miR-29c) and fibrosis-associated decreases in mature miR-29 levels have been reported in diverse tissues [10,16–22]. Moreover, it has been demonstrated that adenovirus-mediated expression of miR-29a can attenuate carbon tetrachloride (CCl_4_)-induced liver fibrosis in mice [23]. Nevertheless, use of a clinically relevant delivery system to restore hepatic miR-29 expression and reverse existing liver fibrosis, the likely clinical scenario in which this therapy would be implemented, has not yet been demonstrated. Adeno-associated viral vectors (AAV) are currently being tested in several clinical trials [24] and we show here that systemic administration of AAV-miR-29a strongly prevents and reverses hepatic fibrosis in carbon tetrachloride (CCl_4_)-treated mice. Surprisingly, these therapeutic responses were associated with AAV transduction of hepatocytes but not hepatic stellate cells, which are the main ECM producing cells in fibroproliferative liver diseases. Our findings highlight the potential of clinically viable miR-29-based therapies for treating established organ fibrosis in chronically injured tissues.

## Materials and Methods

### AAV Vector Construction

scAAV.miR29a.eGFP was constructed by amplifying miR-29a from human genomic DNA using the following primers: 5'- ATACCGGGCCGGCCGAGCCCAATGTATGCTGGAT-3' (forward) and 5'- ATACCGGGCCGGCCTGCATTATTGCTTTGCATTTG-3' (reverse). The amplicon was cloned into the FseI site of scAAV.eGFP [25].

### Carbon Tetrachloride (CCl_4_) Treatment and Vector delivery

C57/BL6 mice received intraperitoneal injections of 1 ml/kg carbon tetrachloride (Sigma-Aldrich) diluted 1:7 in corn oil twice a week for up to 12 weeks. AAV was administered at a dose of 2x10^11^ viral genomes (vg) per animal (Figs 1, 2, 3 and 4) or 1x10^12^ vg/animal (high dose; S2 Fig only) via tail vein injection with a 30g needle. The Animal Care and Use Committee of the Johns Hopkins University School of Medicine reviewed and approved this study (Protocol MO13M227) and all housing and procedures were carried out in strict accordance with their policies and recommendations.

**Fig 1:**
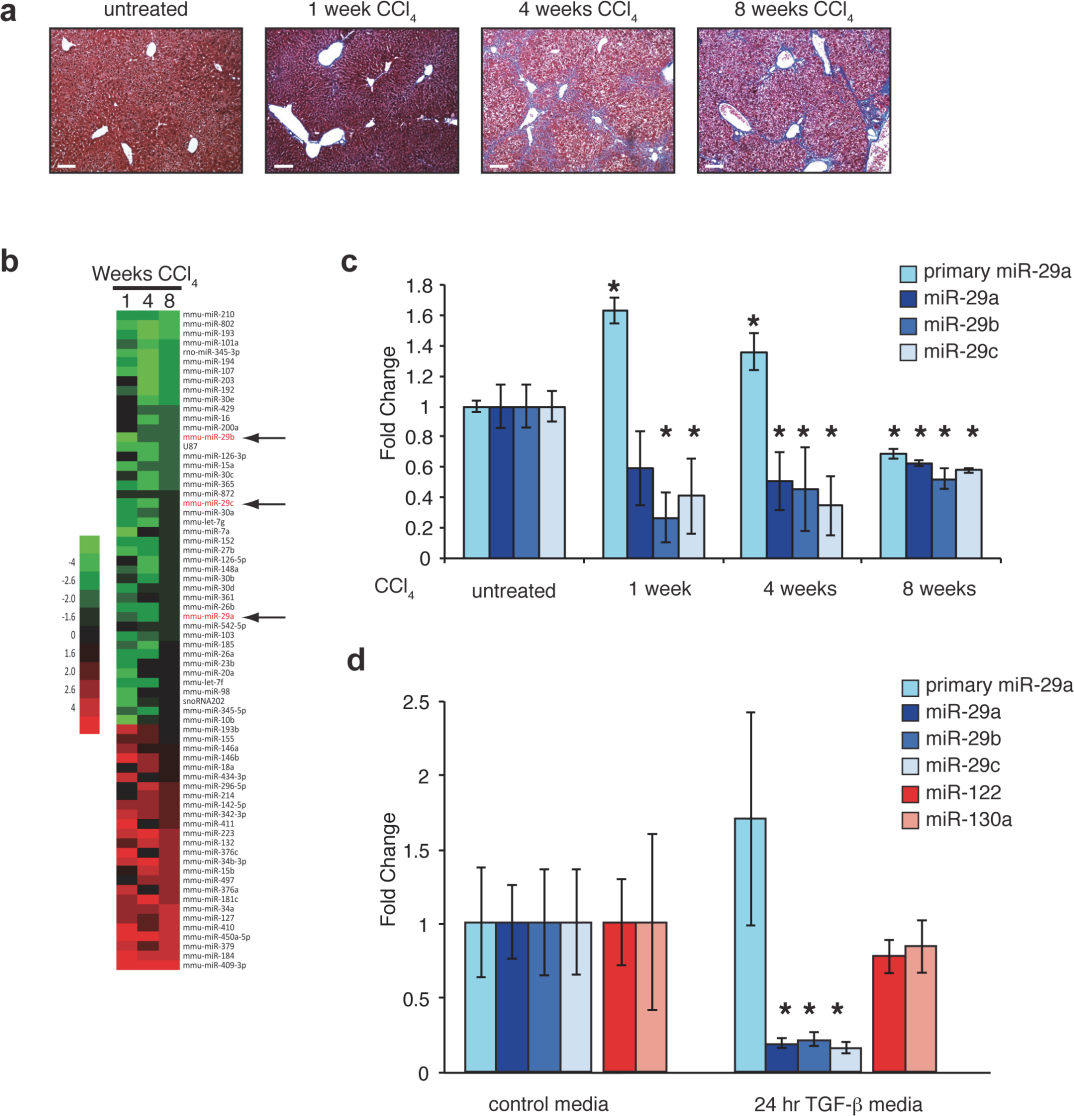
Primary and mature miR-29 expression levels in murine liver and isolated human hepatocytes. (a) Carbon tetrachloride-mediated liver fibrosis. Trichrome-stained liver sections demonstrating progressive fibrosis during 8 weeks of CCl_4_ exposure. Scale bar = 100μm (b) Heat map of miRNA expression levels after 1, 4, and 8 weeks of CCl_4_ exposure (compared to normal liver). The top 70 miRNAs with the largest average fold change are shown and sorted by fold change at 8 weeks. miR-29 family members indicated with arrows. (c) Hepatic expression levels of primary and mature miR-29a,b,c in CCl_4_-treated mice. Average fold changes for 1 week (n = 4), 4 week (n = 3) and 8 week (n = 2) treatment groups were calculated using normal liver (no CCl_4_) as a reference (n = 3). Error bars represent +/- one standard deviation. (* = p<0.05 compared to normal liver). (d) TGF-β represses miR-29 expression in human hepatocytes. Average fold change of primary and mature miR-29a/b/c as well as miR-122 and miR-130a in TGF-β treated hepatocytes were calculated using control media-treated cells as a reference. Error bars represent +/- one standard deviation. (* = p<0.05 compared to control media).

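The 70 names in the heat map were compared with a ranking of the 166 tested assays by the absolute mean of their log2 fold changes at 1, 4 and 8 weeks. All 70 assays had a determined Ct on every card and 69 were among those tested. The first 70 of the ranking shared 59 names with the heat map, of which miR-29b ranked 24, miR-29c 29 and miR-29a 59 (mean log2 fold changes -1.43, -1.34 and -0.79). Of the 69 heat map assays tested, 44 were lower and 25 higher on average, 56 moved in the same direction at all 3 times, and 56 were changed by limma's F test over the times at an adjusted p of 0.05. With each card centred on all of its determined assays, 69 of the 70 names were shared, and with scaling to the endogenous control RNAs, 44. In the authors' deposited table, the order of the heat map follows the fold change at 8 weeks throughout, and a ranking of its values over the 168 assays determined on every card shared 65 of the names. The heat map also includes 2 control small RNAs, U87 and snoRNA202, whose log2 fold changes at 1 week were -1.92 and -1.39.

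**Figure D1:**
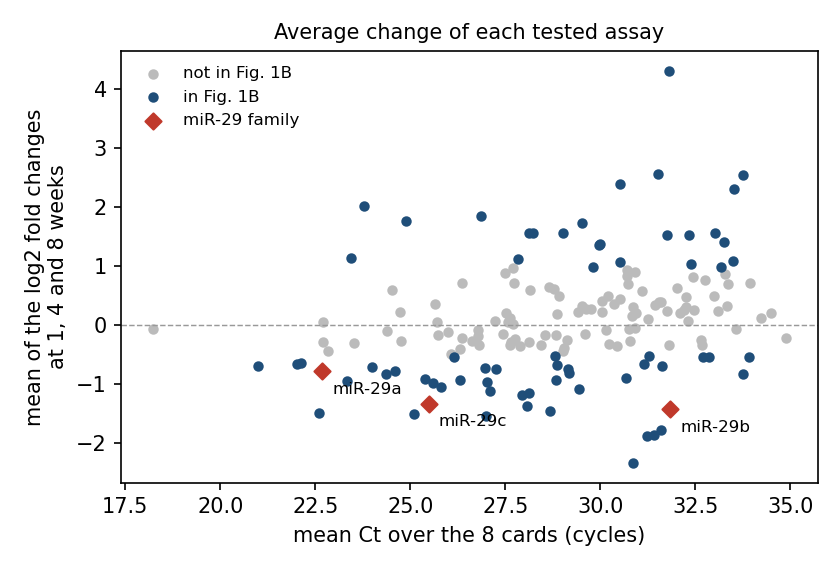
Mean of the log2 fold changes at 1, 4 and 8 weeks of each of the 166 tested assays against its mean Ct over the 8 cards, in cycles. Dark points are assays shown in Fig. 1B, grey points are the others, and diamonds are the miR-29 family, at -0.79, -1.43 and -1.34.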

**Fig 2:**
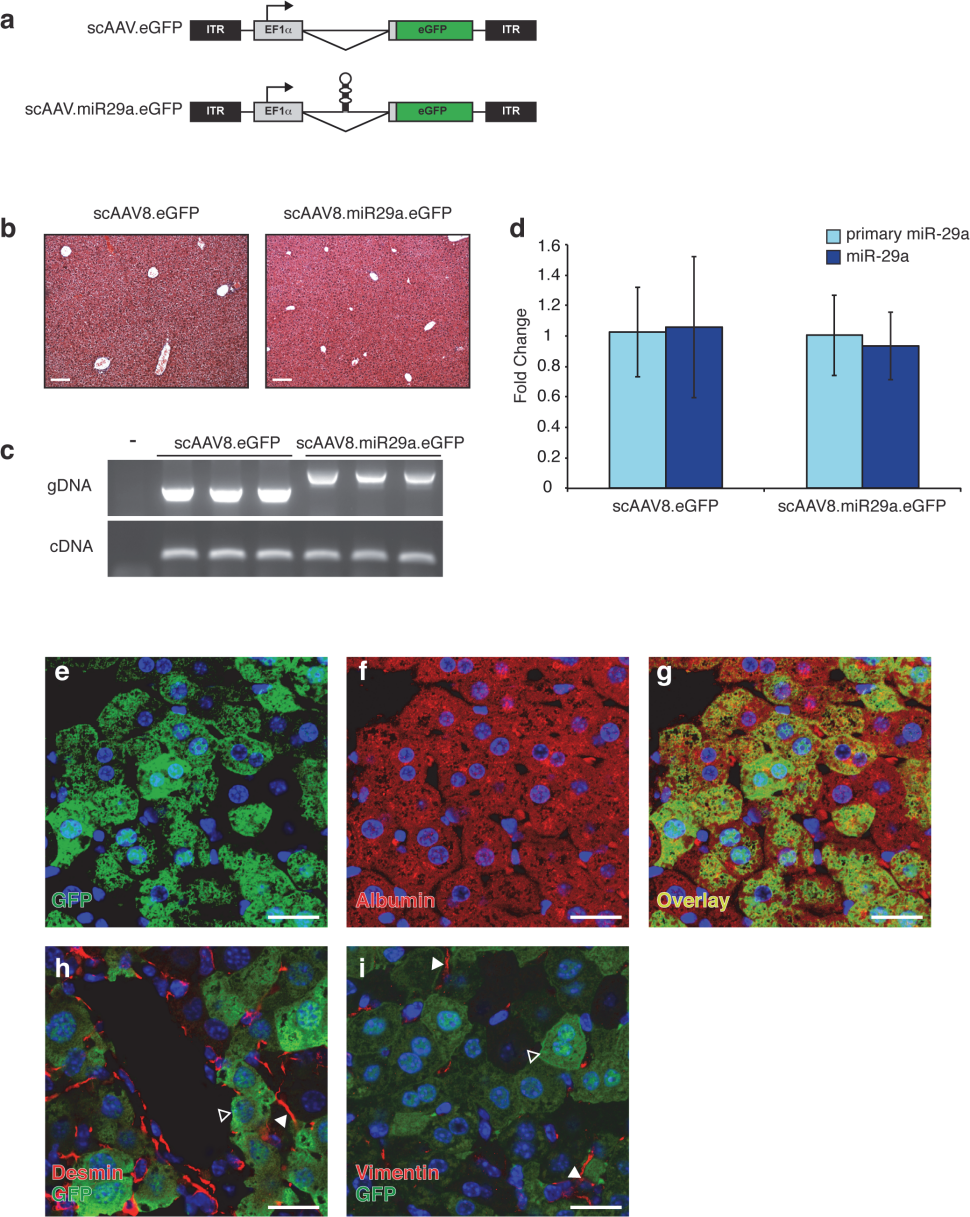
scAAV8 transduction and miR-29 expression levels in murine liver. (a) Schematic representation of scAAV vectors depicting locations of inverted terminal repeats (ITRs), elongation factor 1-alpha promoter (EF1α), miRNA (shown in hairpin form), and enhanced green fluorescent protein (eGFP) open reading frame. (b) Transduction with scAAV8 does not disrupt normal liver architecture. Trichrome stained liver sections from AAV-transduced animals demonstrating normal histology. Scale bar = 100μm (c) Viral genomic DNA (gDNA) and mRNA from the EF1α transcription unit (cDNA) are readily detectable in mouse liver following transduction with 2x10^11^ vg of scAAV8.eGFP (n = 3) or scAAV8.miR29a.eGFP (n = 3). The presence of the hairpin accounts for the increased size of the scAAV8.miR29a.eGFP gDNA amplicon. (d) Hepatic expression of primary and mature miR-29a in scAAV8 transduced mice. Average fold change for each treatment group was calculated using scAAV8.eGFP treated mice as a reference (n = 3). Error bars represent +/- one standard deviation. (e-i) Localization of AAV-mediated GFP expression in transduced mouse liver. Sections of transduced livers were co-immunostained for GFP (e and g-i; green) and markers of hepatocytes (Albumin f and g; red) or stellate cells (Desmin h; Vimentin i; red). Open arrowheads indicate GFP+ hepatocyte and filled arrowheads indicate desmin+ or vimentin+ stellate cells. All sections were counterstained with Hoechst (blue). Confocal images were captured with a 40x objective and are shown at 2x zoom. Scale bar = 20μm.

**Fig 3:**
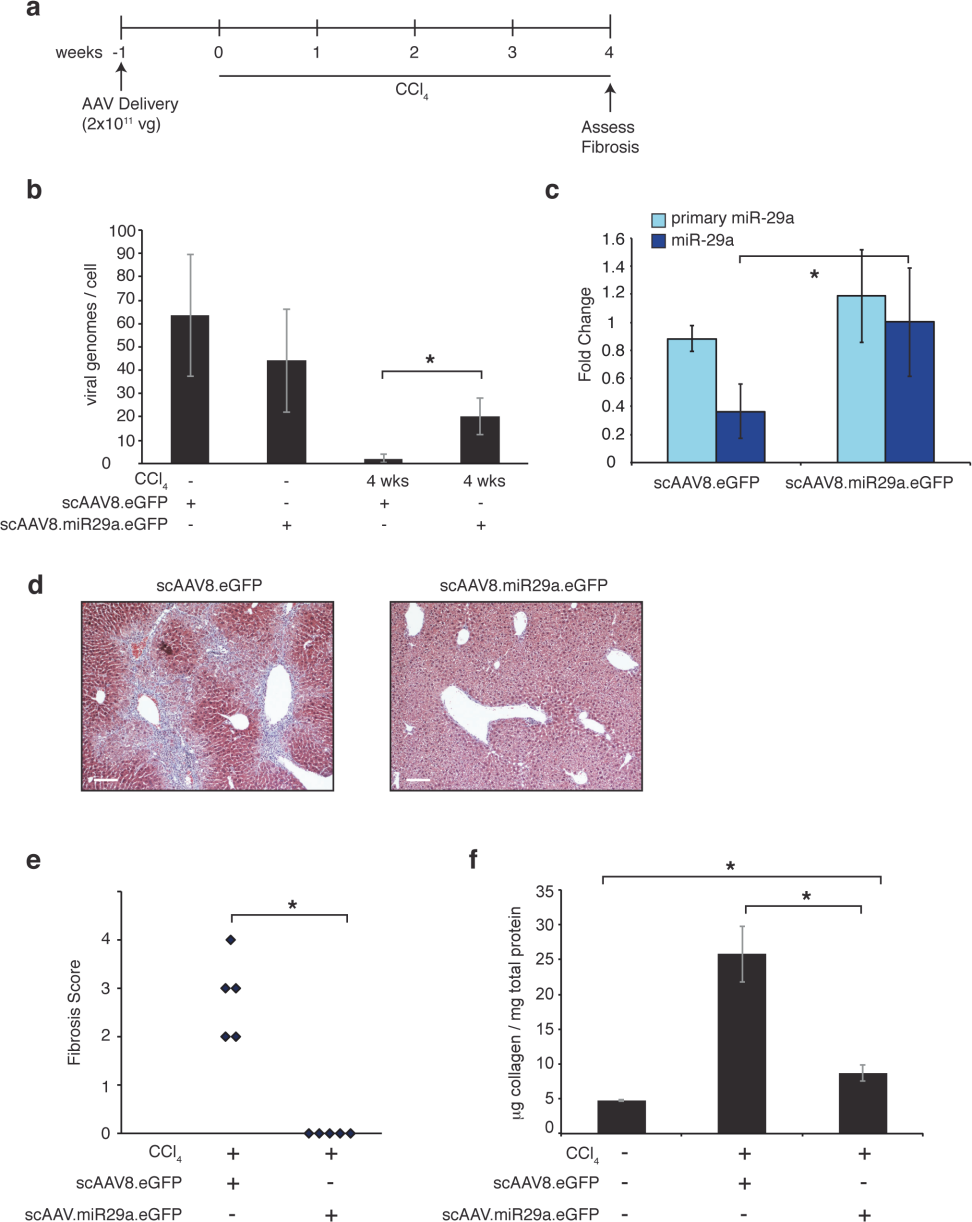
Pre-treatment with scAAV8.miR29a.eGFP prevents CCl_4_-mediated hepatic fibrosis. (a) Timeline of AAV delivery and CCl_4_ treatment. (b) Estimate of viral genomes/cell in livers of scAAV-transduced mice. A portion of the viral genome (GFP) and a non-repetitive locus in the mouse genome (DGCR8) were separately amplified from whole liver genomic DNA. Standard curves of known amounts of AAV8.eGFP plasmid DNA and whole liver genomic DNA were used to determine the number of viral and cellular genomes in each sample, respectively. (c) Hepatic expression of primary and mature miR-29a in the livers of CCl_4_-treated scAAV8.eGFP (n = 5) and scAAV8.miR29a.eGFP transduced animals (n = 5). Average fold change for each treatment group was calculated using normal (no CCl_4_) scAAV8.eGFP treated mice as a reference (n = 3). Error bars represent +/- one standard deviation. (d) Trichrome staining reveals reduced collagen deposition (blue) in scAAV8.miR29a.eGFP transduced livers. Scale bar = 100μm (e) The degree of fibrosis was scored on a scale of 0–4 by a trained pathologist (blinded to treatment condition) and the score for each individual animal is shown. (f) Quantitative determination of hepatic collagen levels in transduced animals. Error bars represent +/- one standard deviation. (* = p<0.05).

**Fig 4:**
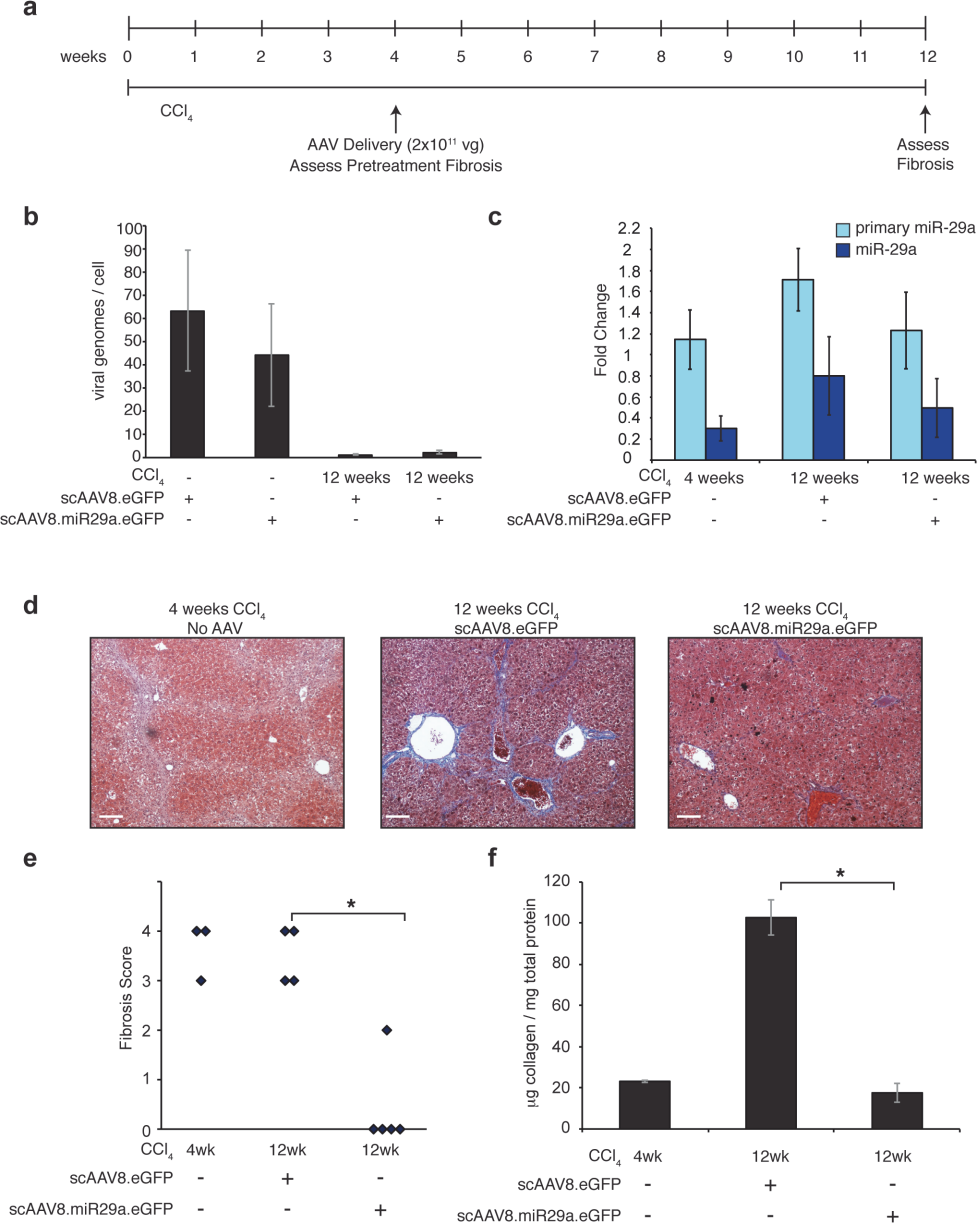
Intervention with scAAV8.miR29a.eGFP reverses histologic evidence of CCl_4_-mediated hepatic fibrosis. (a) Timeline of AAV delivery and CCl_4_ treatment. (b) Estimate of viral genomes/cell in livers of scAAV-transduced mice. A portion of the viral genome (GFP) and a non-repetitive locus in the mouse genome (DGCR8) were separately amplified from whole liver genomic DNA. Standard curves of known amounts of AAV8.eGFP plasmid DNA and whole liver genomic DNA were used to determine the number of viral and cellular genomes in each sample, respectively. (c) Hepatic expression of primary and mature miR-29a in CCl_4_-treated scAAV8.eGFP (n = 4; one of the five scAAV8 injected mice died during CCl_4_ treatment) and scAAV8.miR29a.eGFP transduced animals (n = 5). In parallel, three additional animals were sacrificed after 4 weeks of CCl_4_ treatment to establish the level of fibrosis present at the time of viral delivery (pre-treatment). Average fold change for each treatment group was calculated using normal (no CCl_4_) scAAV8.eGFP treated mice as a reference (n = 3). Error bars represent +/- one standard deviation. (d) Trichrome staining reveals reduced collagen deposition (blue) in scAAV8.miR29a.eGFP transduced livers compared to either pre-treatment (4 weeks CCl_4_) or scAAV8.eGFP treatment (12 weeks CCl_4_). Scale bar = 100μm (e) The degree of fibrosis was scored on a scale of 0–4 by a trained pathologist (blinded to treatment condition) and the score for each individual animal is shown. (f) Quantitative determination of hepatic collagen levels in transduced animals. Error bars represent +/- one standard deviation. (* = p<0.05).

### RNA isolation and PCR

Total RNA was isolated from cultured cells or whole liver tissue using Trizol (Invitrogen) and treated with DNase I (Invitrogen) according to the manufacturers’ protocols. Expression of 18s rRNA, primary miR-29a, mature miR-29a/b/c, miR-122 and miR-130a was assessed using individual Taqman assays (Applied Biosystems). Non-quantitative amplification of viral gDNA and cDNA was performed using DreamTaq Green Master Mix (Fermentas) according to manufacturer’s protocol using the following primers: 5'-CGCAACGGGTTTGCCGCCAGAAC-3' (forward); 5'-GGCCGTTTACGTCGCCGTCCAG-3' (reverse).

### MicroRNA Array

Total liver RNA was prepared using a mirVana miRNA Isolation Kit (Ambion) according to the manufacturer’s protocol. RNA (500ng) was reverse transcribed without pre-amplification using Megaplex RT Primers Rodent Pool A v2.0 (Applied Biosystems) and a TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems), according to the manufacturer’s protocol. The Taqman array was run on the 7900HT Fast Real-Time PCR System with TaqMan Array Rodent MicroRNA A Cards v2.0 (Applied Biosystems), according to the manufacturer’s protocol. The geometric mean of each plate was used for normalization and the 70 miRNAs with the greatest average fold change across 1, 4, and 8 weeks of CCl_4_ treatment are presented in the heat map (Fig 1). The results of the Taqman array are available through the NCBI Gene Expression Omnibus (Accesssion # GSE66278; www.ncbi.nlm.nih.gov/geo/).

### Immunostaining

Formalin-fixed, paraffin-embedded tissues were sectioned (5μm thickness), transferred to Superfrost/Plus Microscope Slides (Fisher Scientific), and incubated for 30’ at 60°C. Slides were washed with PBST and blocked with PBS + 5% fetal bovine serum (Sigma-Aldrich) and 3% goat serum (Sigma-Aldrich). Slides were then incubated for 1 hour at room temperature with antibodies specific for albumin (Santa Cruz Biotechnologies), vimentin (Millipore), desmin (Sigma-Aldrich), α-SMA (Sigma-Aldrich), or GFP (Invitrogen). They were then washed in PBST and incubated with combinations of the following secondary antibodies: Cy3 labeled goat anti-rabbit IgG (GE Healthcare), Cy3 labeled anti mouse and Cy3 anti-chicken (Millipore), or Alexa Fluor 488 anti-rabbit (Cell Signaling Technology). After washing in PBST, slides were counterstained with Hoechst 33258 (Molecular Probes) and mounted using Prolong Gold Antifade Reagent (Invitrogen).

### Collagen Assay

Collagen levels were determined by Sircol Soluble Collagen Assay (Biocolor), which was performed according to the manufacturer’s protocol.

### Histology and Fibrosis Scoring

Sections of formalin fixed, paraffin embedded liver samples were stained with hematoxylin and eosin as well as Masson’s trichrome by the Johns Hopkins Reference Histology Lab (Baltimore, MD). A trained pathologist, who was blinded to AAV and CCl_4_ treatment details, scored the hepatic fibrosis of each animal on a scale of 0–4.

### Quantification of Viral Genomes

A portion of the viral genome (5’-CCACTACCTGAGCACCCAGTC-3’ (forward); 5’-TCCAGCAGGACCATGTGATC-3’ (reverse)) and a non-repetitive locus in the mouse genome (DGCR8; 5’-CCATCAGGCAATGGCTCTGT-3’ (forward); 5’-TGCAGGATGTTTTTTGTGTTCTG-3’ (reverse)) were separately amplified from whole liver genomic DNA samples from transduced mice. Standard curves of known amounts of AAV8.eGFP plasmid DNA (2.96x10^-6^ pg per copy) and whole liver genomic DNA (5.8 pg dsDNA per diploid cellular genome) were used to determine the number of viral and cellular genomes in each sample.

### *In vitro* TGF-beta treatment of Human Hepatocytes

Human hepatocytes (CellzDirect) were plated on dishes coated with 5μg/ml collagen (Gibco) in serum-rich media [DMEM +10% FBS, 15mM Hepes, 10μg/ml gentamycin (Quality Biological), 1x ITS (Sigma-Aldrich), 1mM dexamethasone (Sigma-Aldrich), and 2mM L-glutamine (Quality Biological)]. Twenty-four hours later, the cells were washed and the media was replaced with serum-free media. After 24h the cells were washed and fresh serum-free media with or without 5ng/ml TGF-β (Roche) was added. RNA was isolated 24 hours after the addition of TGF-β.

### Statistics

All statistical comparisons of qPCR data were performed using REST 2009 software (Qiagen). A two-tailed T-test was used to calculate p values for comparisons of fibrosis scores and quantitative collagen assays.

## Results

### miR-29, a potent regulator of ECM production, is down regulated in fibrotic livers and TGF-β treated hepatocytes

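MicroRNA profiling used total liver RNA from mice given intraperitoneal carbon tetrachloride (CCl4), a hepatotoxin, for 1, 4 or 8 weeks and from untreated mice. The paper gives the dose as 1 ml/kg with 2 injections a week, and the sample labels give 1 mg/kg. Each of the 4 groups had 2 replicates, 8 cards in all, and the labels do not say whether the replicates were separate mice. Reverse-transcribed RNA was run without pre-amplification on TaqMan Array Rodent MicroRNA A Cards, on which each well holds a quantitative PCR assay for 1 small RNA. The authors deposited the threshold cycle (Ct) of each assay on each card without normalization, together with a table of fold changes. A Ct is the cycle at which the signal crosses a threshold, and a Ct lower by 1 corresponds to about a doubling of the template. Of 381 assays listed, 168 had a determined Ct on all 8 cards and 102 on none. A Ct was determined for 213 and 224 assays on the untreated cards, 205 and 219 at 1 week, 235 and 193 at 4 weeks, and 226 and 214 at 8 weeks. The mean Ct over the 149 assays with a Ct below 35 on every card was 28.3 and 28.0 on the untreated cards, 28.8 and 28.6 at 1 week, 28.3 and 29.8 at 4 weeks, and 27.5 and 28.9 at 8 weeks, so the cards of a pair differed by up to 1.52 cycles before normalization. For normalization the paper used the geometric mean of each plate. Here each Ct was subtracted from the mean over those 149 assays, which are the same on every card, to give a log2 scale, and the 166 assays determined on every card with a mean Ct below 35 were tested with limma over all 8 cards. After this centring, the median replicate SD was 0.39 on the log2 scale. The number of cards limits the precision, since an exact test of 2 cards against 2 cannot give a two-sided p below 0.333. The choice of centring matters here. Centring each card on all of its determined assays, which is closer to how the authors' deposited table was made, moved the median log2 fold change over the tested assays from -0.09 to -0.45 at 1 week.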

To identify miRNAs that potentially regulate fibroproliferative processes, we profiled miRNA expression in the livers of mice exposed to carbon tetrachloride (CCl_4_). This widely-used model of hepatic fibrosis is characterized by progressive increases in collagen deposition throughout the period of exposure to CCl_4_ (Fig 1A). Consistent with prior reports [21,23], we observed downregulation of miRNAs belonging to the miR-29 family (miR-29a, miR-29b, and miR-29c) among a larger set of dysregulated miRNAs in the livers of mice treated with CCl_4_ for up to eight weeks (Fig 1B and 1C). 

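In the array data, all 3 members of the family had lower values in every CCl4 group than in untreated liver, except that miR-29a at 8 weeks was at 0.00 on the log2 scale after quantile normalization. Scaling to a single control RNA, tried after the data were seen, put 5 of the 9 values above 0 with U6 and 2 with snoRNA202. Such a scaling subtracts the control RNA's own change from every assay. With the centring on the 149 assays, U6 was at 2.38, -1.50 and -1.11 on the log2 scale at 1, 4 and 8 weeks. With that centring, snoRNA202 was at -1.39 at 1 week, and snoRNA135 at -0.27, -0.03 and -0.06 at the 3 times. miR-29a fell to 0.639 ± 0.028 (SD, n = 2 cards) of the untreated mean at 1 week, 0.432 ± 0.0021 at 4 weeks and 0.704 ± 0.0086 at 8 weeks. Its log2 fold changes were -0.65 (standard error 0.28, adjusted p = 0.113 from limma with Benjamini-Hochberg adjustment), -1.21 (adjusted p = 0.0142) and -0.51 (adjusted p = 0.269). miR-29b fell to 0.192 ± 0.104 at 1 week, 0.605 ± 0.030 at 4 weeks and 0.504 ± 0.237 at 8 weeks, with log2 fold changes of -2.50 (standard error 0.47, adjusted p = 0.0080), -0.72 (adjusted p = 0.273) and -1.07 (adjusted p = 0.201). This assay was the faintest of the 3, with a mean Ct of 31.8 against 22.7 for miR-29a and 25.5 for miR-29c. miR-29c fell to 0.440 ± 0.086 at 1 week, 0.255 ± 0.061 at 4 weeks and 0.573 ± 0.129 at 8 weeks, with log2 fold changes of -1.20 (standard error 0.33, adjusted p = 0.0297), -1.99 (adjusted p = 0.0056) and -0.82 (adjusted p = 0.172). Of the 9 decreases, 4 passed an adjusted p of 0.05, and none of these was at 8 weeks. For each miRNA, all 6 cards from CCl4-treated mice lay below both untreated cards. With the 6 compared with the 2 untreated cards by an exact two-sided permutation test over 28 splits, the mean log2 difference was -0.79 for miR-29a (p = 0.0714), -1.43 for miR-29b (p = 0.107) and -1.34 for miR-29c (p = 0.0357, the smallest p the design allows). Adjusted over the 3 tests, each p was 0.107. An adjusted permutation p could fall below 0.05 only if all 3 miRNAs were at that smallest p. By limma's F test over the 3 times with the same centring, the adjusted p was 0.0401 for miR-29a, 0.0193 for miR-29b and 0.0141 for miR-29c.

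**Figure D2:**
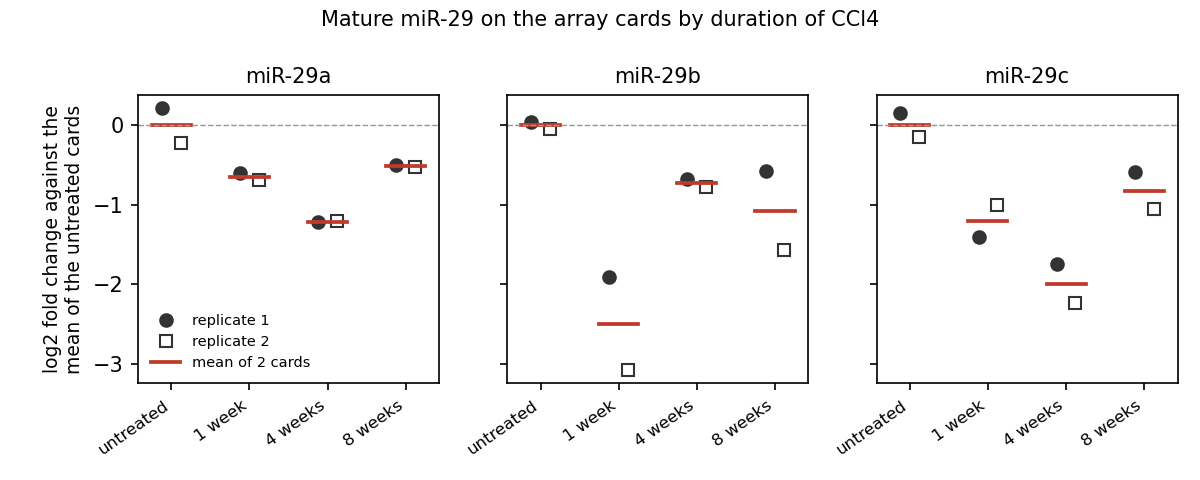
Log2 fold change of mature miR-29a, miR-29b and miR-29c on each card against the mean of the untreated cards, by weeks of CCl4. Filled circles and open squares are replicates 1 and 2 and bars are the mean of the 2 cards; the group means lie between -0.51 and -2.50 with this centring, and that of miR-29a at 8 weeks is 0.00 after quantile normalization.

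Among the scalings set in advance, that to U6, snoRNA135 and snoRNA202 together left miR-29a at 4 weeks at -0.57 (adjusted p = 0.261 from limma), and quantile normalization left it at -0.42 (adjusted p = 0.290). With the centring on the 149 assays, these control RNAs were themselves at -1.50, -0.03 and -0.39 at 4 weeks. Among the 166 tested assays, 54 were changed at 1 week (30 higher, 24 lower), 50 at 4 weeks (22 higher, 28 lower) and 5 at 8 weeks (4 higher, 1 lower), and 90 by an F test over the 3 times. These balances depended on the centring. With each card centred on all of its determined assays, 18 were higher and 33 lower at 1 week, 12 and 27 at 4 weeks, and 1 and 0 at 8 weeks, and with the control RNAs 45 were higher and 11 lower at 4 weeks. Each time was compared with the same 2 untreated cards, which by itself favours a shared direction, so counts of shared directions are descriptive only. With the centring on the 149 assays, of the assays changed at both 1 and 4 weeks, 22 of 25 changed in the same direction. The 5 assays changed at 8 weeks with that centring were also changed at 1 and 4 weeks, and all kept their direction. These were miR-802 (log2 fold change -2.04 at 8 weeks), miR-34a (1.66), miR-410 (1.84), miR-184 (2.19) and miR-409-3p (3.64). On the untreated cards, the reference for all 3 times, some were near the Ct limit of 35. The untreated Ct values were 35.76 and 34.89 for miR-410, 34.68 and 35.11 for miR-184, and 35.65 and 33.72 for miR-409-3p. The untreated cards of miR-409-3p had an SD of 1.11 on the log2 scale. The cards share replicate numbers across groups, and with the replicate number as a block the counts were 50, 49 and 4. The block gave adjusted p = 0.0245 for miR-29a at 4 weeks and 0.0089 for miR-29b at 1 week. Across assays, the difference between the 2 untreated cards correlated with that of the same-numbered cards with r = 0.10 at 1 week, -0.39 at 4 weeks and -0.50 at 8 weeks. Between the treated groups, r was 0.03 for 1 and 4 weeks, 0.00 for 1 and 8 weeks and 0.43 for 4 and 8 weeks; assays are not independent replicates. With the untreated numbers crossed, a pairing chosen after the data were seen, the counts were 74, 65 and 17. The paper states that the family was downregulated among a larger set of dysregulated miRNAs (Fig. 1B and 1C).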

The primary transcript of miR-29a was significantly increased after 1 and 4 weeks of CCl_4_ exposure suggesting that altered processing and/or decreased stability of the mature miRNA contributes to the observed reduction in mature miR-29 (Fig 1C).

The fibrosis-associated downregulation of miR-29 is of particular interest because these miRNAs target the transcripts of a large number of ECM proteins including several collagens, elastin, and fibrillin. Mutating the binding sites or inhibiting endogenous miR-29 with antisense oligonucleotides de-repressed a *COL1A1* 3' UTR luciferase reporter construct upon transfection into primary fibroblasts (S1 Fig). Antisense-mediated inhibition of miR-29 also strongly de-repressed endogenous type I collagen expression (S1 Fig).

Activated stellate cells and their derivatives are responsible for most if not all of the ECM production in liver fibrosis and previous studies have shown that inflammatory stimuli decrease miR-29 levels in purified stellate cells [21]. We determined that miR-29 family members are also expressed in purified human hepatocytes and that stimulation of hepatocytes with TGF-β, a potent fibroproliferative cytokine, resulted in decreased mature miR-29a/b/c without a significant reduction in pri-miR-29a (Fig 1D), similar to the pattern observed in liver samples of CCl_4_ treated mice.

### Hepatocyte restricted transgene expression following systemic delivery of scAAV8-miR29a

To facilitate therapeutic delivery of miR-29 to injured livers we adapted a previously described AAV vector system [25]. This self-complementary AAV vector (scAAV.eGFP) contains enhanced green fluorescent protein (eGFP) driven by the ubiquitously expressed elongation factor 1 alpha (EF1α) promoter (Fig 2A). To facilitate the simultaneous production of miR-29a and eGFP from a single transcript, we created scAAV.miR-29a.eGFP by cloning miR29a into the short intron that is contained in the EF1α promoter unit [26]. Transient transfection of HEK293 cells with increasing amounts of scAAV.miR29a.eGFP plasmid was associated with concordant increases in the level of miR-29a (S2 Fig). For *in vivo* delivery, scAAV.eGFP or scAAV.miR29a.eGFP were packaged in AAV serotype 8 capsids, which are known to efficiently transduce liver. Four weeks after a single tail vein injection of 2×10^11^ vector genomes (vg), the livers of both scAAV.eGFP or scAAV.miR29a.eGFP treated mice were histologically normal (Fig 2B) and viral genomic DNA and transgene expression (GFP) were readily detectable in liver samples (Fig 2C). Evidence of extra-hepatic GFP expression was not observed in the heart, lungs, small intestine, kidney, or spleen (data not shown).

To identify which cells within the liver were expressing AAV encoded transgenes, sections from injected mice were stained with antibodies against GFP and markers of specific cell types including albumin (hepatocytes), desmin (stellate cells) and vimentin (stellate cells). GFP expression consistently co-localized with albumin^+^ hepatocytes but no evidence of transgene expression in desmin^+^ or vimentin^+^ cells was observed (Fig 2E–2I). Surprisingly, despite documented hepatocyte AAV transduction, no increase in hepatic (Fig 2D) or serum (data not shown) levels of mature miR-29a was observed in scAAV8-miR-29a.eGFP mice compared to scAAV8.eGFP injected mice. Raising the dose of AAV five fold to 1X10^12^ vg also failed to increase miR-29a above endogenous levels (S2 Fig), even though the equivalent dose of a miR-26a-expressing scAAV8 resulted in significant overexpression of miR-26 [25].

### Pretreatment with scAAV8.miR29a.eGFP protects mice from fibrotic injury

To determine if AAV-mediated miR-29a delivery could prevent fibrosis, mice were given a single tail-vein injection of 2x10^11^ vg of either scAAV8.eGFP (n = 5) or scAAV8.miR29a.eGFP (n = 5) one week prior to initiation of a 4-week course of CCl_4_ treatment (Fig 3A). At the endpoint of the experiment, the hepatotoxic effects of CCl_4_ were associated with reduced viral copy number in the livers of all treated animals compared to uninjured mice, however miR-29 treated mice exhibited a much smaller reduction than mice receiving control virus (Fig 3B). After 4 weeks of CCl_4_, scAAV8.eGFP treated mice were characterized by reduced miR-29a expression and significant increases in histological and biochemical measures of fibrosis (Fig 3C–3F). In contrast, scAAV8.miR29a.eGFP treated mice exhibited normal hepatic miR-29 expression (Fig 3C), lacked any histologic evidence of fibrosis (Fig 3D and 3E) and had only a slight increase in total collagen (Fig 3F). ALT/AST levels increased similarly after CCl_4_ treatment in both the scAAV8.miR29.eGFP-treated and control mice (S3 Fig), indicating equivalent liver injury in both cohorts. Nevertheless, scAAV8.eGFP.miR29a treatment was associated with reduced immunostaining for α-SMA (S4 Fig), suggesting reduced activation of stellate cells and myofibroblasts. Together, these observations suggest that administration of scAAV8.miR29a.eGFP was sufficient to maintain normal miR-29 levels and thereby block *de novo* fibrosis in the setting of chronic liver injury.

### A single injection of scAAV8.miR29a.eGFP reverses histologic evidence of fibrosis in mice despite ongoing treatment with CCl_4_

Having demonstrated that pre-treated mice are effectively protected from fibrosis, we sought to determine if scAAV8.miR29a.eGFP could halt or reverse fibrosis when delivered in the context of established disease. Thus, we evaluated a second experimental design in which mice received a single injection of virus after completing four weeks of a 12 week course of CCl_4_ treatment (Fig 4A). Consistent with our earlier observations, mice that received scAAV8.miR29a.eGFP (n = 5) had significantly lower fibrosis than scAAV8.eGFP-treated mice (n = 4; 1 of 5 injected animals died before reaching 12 weeks of CCl_4_ treatment) (Fig 4D–4F). Moreover, blinded histopathologic scoring revealed that miR-29a-treated mice had even less evidence of fibrosis than was present at the time of AAV injection, indicating that therapeutic delivery of miR-29a resulted in reversal of established fibrosis despite the continued administration of CCl_4_. Liver injury and associated hepatocyte proliferation are known to rapidly dilute AAV vector genomes [27] and 8 weeks after injection (12 weeks total CCl_4_) viral genomes were very low in both control and miR-29 treated animals (Fig 4B) and miR-29a expression was repressed in both scAAV8.eGFP and scAAV8.miR29a.eGFP treatment groups (Fig 4C). Thus, a single injection of 2x10^11^ scAAV8.miR-29a.eGFP genomes is sufficient to normalize hepatic miR-29a expression under sustained CCl_4_ treatment for at least 4 weeks (Fig 3C) but less than 8 weeks. However, GFP protein was readily detectable in a high percentage of hepatocytes in scAAV8.miR-29a.eGFP mice (S5 Fig) at 12 weeks, suggesting that transgene expression, and therefore virally produced miR-29a, persisted throughout most of the 8 weeks of CCl4 exposure.

## Discussion

ECM synthesis and deposition is the final common pathway of all fibrotic disorders and therapeutic strategies that target this process would be highly attractive. miR-29 family members have been shown to inhibit the synthesis of collagen and other important ECM proteins and the anti-fibrotic effects of miR-29 expression in multiple tissues including liver, lung, heart, and muscle have been demonstrated [10,23,28–30]. Here we report that AAV-mediated restoration of miR-29 expression in a mouse model of liver fibrosis provides significant anti-fibrotic protection. Pre-treatment with a single injection of scAAV8.eGFP.miR29a completely prevented the development of fibrosis during 4 weeks of CCl_4_ exposure (Fig 3). In a second more clinically relevant model, we further demonstrate that intervention with a single injection of scAAV8.eGFP.miR29a after four weeks of a 12-week course of CCl_4_ results in partial to complete regression of the pre-existing fibrosis (Fig 4). AAV vectors are being used in several clinical trials [24] and our data provides the first evidence that a clinically relevant miR-29 delivery platform can reverse established liver fibrosis.

The AAV serotype 8 virions used in this study have been shown to efficiently transduce hepatocytes [31,32] and we observed that a single injection of 2x10^11^ viral genomes was associated with detectable GFP expression in about 50% of albumin^+^ hepatocytes. However, we did not find any evidence of GFP transgene expression in vimentin^+^ or desmin^+^ stellate cell populations (Fig 2E–2I). This is significant because activated stellate cells and their derivatives are responsible for most if not all of the ECM production in liver fibrosis and restoration of normal miR-29 expression in activated stellate cells could repress ongoing ECM protein synthesis and thus provide significant anti-fibrotic protection. However, the lack of detectable scAAV8.eGFP.miR29a transgene expression in stellate cells suggests additional mechanisms likely contribute to the observed protection against CCl_4_-induced liver fibrosis. Several lines of evidence support the possibility that transgene-derived miR-29a could directly or indirectly inhibit the production of profibrotic cytokines or metabolic intermediates in hepatocytes and thereby limit stellate cell activation and the associated increases in collagen synthesis. First, despite similar levels of hepatocyte injury (S3 Fig), scAAV8.eGFP.miR29a treatment was associated with reduced immunostaining for α-SMA (S4 Fig), a well-described marker of activated stellate cells and myofibroblasts. Second, miR-29 is detectably expressed in normal hepatocytes and we observed that exposure of these cells to the profibrotic cytokine TGF-β decreased expression of miR-29a/b/c (Fig 1D). Third, the importance of maintaining normal miR-29 expression in hepatocytes is highlighted by a previous report which showed that hepatocyte specific knockout of miR-29 was associated with increased susceptibility to liver fibrosis [28]. In addition to altering hepatocyte mRNA expression profiles, non-cell autonomous effects of transgene-derived miR-29a could also contribute to the observed anti-fibrotic benefits of scAAV8.eGFP.miR29a treatment. In this scenario, transgene derived miR-29a would transit from hepatocytes to neighboring, non-transduced stellate cells where it could post-transcriptionally repress collagen and other ECM protein expression. In support of this possibility, the transfer of functional miRNAs, including miR-29, to other cells via gap junctions or exosomes has been described [33–38]. Finally, the anti-fibrotic benefits of scAAV8.eGFP.miR29a may reflect not only decreased ECM synthesis but could also involve increased matrix metabolism associated with altered expression of matrix metalloproteinases (MMPs) and/or tissue inhibitor of metalloproteinases (TIMPs).

Independent of the specific mechanism of action, stable transgene expression above the therapeutic threshold is essential for long-term protection and we assessed AAV durability in our models by quantifying viral genomes, GFP+ cells and miR-29a levels. We found that high levels of both scAAV8.eGFP and scAAV8.miR29a.eGFP are present in uninjured mice four weeks after injection (Fig 2B). Despite the persistence of scAAV8.miR29a.eGFP, a single injection of either 2x10^11^ or 1x10^12^ viral genomes was not sufficient to increase hepatic miR-29a expression above normal levels in uninjured mice (S2 Fig). Importantly, this does not appear to be an inherent limitation of the scAAV8.miR-29a.eGFP construct as in vitro transfection with increasing amounts of this plasmid is associated with concordant increases in miR-29a (S2 Fig). It is also in contrast to a previous report that mice transduced with 1x10^12^ scAAV8.miR26a.eGFP genomes exhibited significant overexpression of miR-26a in liver [25]. Together, these observations suggest that the in vivo maturation of miR-29a is tightly regulated under normal physiologic conditions and thus, in the absence of an injury or other external stimuli, the addition of virally produced precursor transcripts will not result in a net increase of mature miR-29a. While such tight regulation of miR-29 production could limit the utility of this approach in settings where supraphysiologic miRNA levels are required to reach the therapeutic threshold, it also provides natural protection against potential toxicity from virally-derived miR-29 overexpression.

Liver injury can rapidly dilute AAV vector genomes [27] and after 4 weeks of CCl4 treatment, scAAV8.miR-29a.eGFP genomes (Fig 3B) were reduced compared to untreated (no CCl_4_) mice. Importantly though, the residual genomes were sufficient to maintain normal miR-29a levels (Fig 3C) and it therefore appears that processing of virally-derived miR-29 transcripts can counteract the decrease in endogenous miR-29 levels that otherwise occurs in the setting of chronic liver injury. In contrast to the relative stability of scAAV8.miR-29a.eGFP, four weeks of CCl_4_ treatment dramatically reduces scAAV8.eGFP genomes to near undetectable levels. GFP immunofluorescence was detectable after four weeks of CCl_4_ in a similarly high percentage of hepatocytes in both scAAV8.eGFP and scAAV8.miR-29a.eGFP treated animals (S5 Fig), indicating that GFP protein remains detectable for some time after the loss of viral genomes. After 8 weeks of CCl4 treatment, viral genomes are nearly undetectable in both scAAV8.eGFP and scAAV8.miR-29a.eGFP injected mice and miR-29a levels are reduced in both cohorts compared to untreated (no CCl4) mice (Fig 4). The fact that GFP is still detectable in a large number of hepatocytes 8 weeks after scAAV8.miR-29a.eGFP injection (S5 Fig) suggests the loss of viral genomes was a relatively recent occurrence and thus viral miR-29a expression was present for most of the period of CCl_4_ exposure. Together, our findings demonstrate that under conditions of ongoing CCl_4_-mediated liver injury, a single injection of 2x10^11^ scAAV8.miR-29a.eGFP genomes is sufficient to normalize hepatic miR-29a expression for more than 4 weeks but less than 8 weeks.

In summary, we demonstrate here that a single injection of scAAV8.miR29a.eGFP ameliorates fibrosis when administered prior to or after the onset of liver injury. While elucidation of specific therapeutic mechanisms and further refinement of delivery methods will aid ongoing efforts to develop clinically viable strategies, the antifibrotic protection associated with parenchymal transgene expression suggests that therapeutic miR-29 delivery may be effective in treating a variety of fibroproliferative disorders.

## Supporting Information

S1 Fig *COL1A1* mRNA is a potent miR-29a target. (**a**) Alignment of the 3' UTRs of the *COL1A1* gene from various species showing three highly conserved miR-29 target sites. The mutations created in each of the miR-29 target sites in the luciferase reporter construct used in **b** are shown in red. (**b**) Relative firefly luciferase activity from WT and mutant (Mut) human *COL1A1* 3' UTR reporter constructs following transfection into primary human fibroblasts with or without control or miR-29 antisense (AS) oligonucleotides. *Renilla* luciferase activity produced from a co-transfected control plasmid allowed for normalization of transfection efficiency. (**c**) Western blot showing increased type I collagen protein in primary human fibroblasts transfected with miR-29 antisense oligonucleotides.
(PDF) Click here for additional data file.

S2 Fig *In vitro* and *in vivo* miR-29 expression levels associated with AAV.miR-29.eGFP. **(a)** miR-29a expression in HEK293 cells transfected with varying amounts of AAV.eGFP or AAV.miR-29a.eGFP plasmids. Fold change was calculated using mock transfected (0ng) cells as a control. **(b)** Hepatic mir-29a expression in mice receiving a single injection of low dose (2x10^11^ vg) or high dose (1x10^12^ vg) AAV. Average fold change was calculated using normal (no AAV) as a control. Error bars represent +/- one standard deviation.
(PDF) Click here for additional data file.

S3 Fig AST and ALT serum levels in scAAV8.eGFP and scAAV8.miR29.eGFP treated mice. (PDF) Click here for additional data file.

S4 Fig α-SMA expression in scAAV8.eGFP and scAAV8.miR29.eGFP treated mice. Sections of transduced livers were immunostained for α-SMA. Representative sections from scAAV8.eGFP and scAAV8.miR29.eGFP treated mice after four weeks and 12 weeks of CCl_4_ treatment are shown. Scale bar = 100μm.
(PDF) Click here for additional data file.

S5 Fig Percent GFP+ cells in liver samples of scAAV8.eGFP and scAAV8.miR29.eGFP treated mice. Liver samples from each mouse were immunostained for eGFP and counterstained with DAPI. For each sample, the number of eGFP positive cells and Hoechst-positive nuclei were determined in four independent fields using a 40x objective. The percent GFP+ cells across the four windows was averaged for each mouse and the graph shows the mean GFP+ cells (+/- 1 standard deviation) for each cohort.
(PDF) Click here for additional data file.

S1 Methods Descriptive Methods for Supplemental Figures. (PDF) Click here for additional data file.

# Supplementary material for: Systemic Delivery of scAAV8-Encoded MiR-29a Ameliorates Hepatic Fibrosis in Carbon Tetrachloride-Treated Mice
**Source:** PLoS One. 2015 Apr 29;10(4):e0124411. doi: 10.1371/journal.pone.0124411
**Supplement:** S1 Methods

# S1 Methods

## Luciferase reporter assays

The human *COL1A1* 3' UTR luciferase reporter plasmid was constructed by PCR amplifying a 534 bp fragment containing the predicted miR-29 recognition sites from human genomic DNA using the following primers: 5'-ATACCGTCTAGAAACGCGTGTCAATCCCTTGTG-3' (forward); 5'-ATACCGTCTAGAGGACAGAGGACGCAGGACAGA-3' (reverse). The amplicon was digested and inserted into the XbaI site of pGL3-control (Promega). Mutagenesis was performed using the Quikchange XL kit (Stratagene) according to the manufacturer's instructions. 24 hours prior to transfection, low-passage human primary fibroblasts were plated at 25,000 per well of a 24-well plate. 100 ng of *COL1A1* reporter plasmid and 50 ng of renilla luciferase control plasmid (phRL-SV40, from Promega) with or without miR-29 inhibitor were transfected using lipofectamine 2000 (Invitrogen) according to the manufacturer's instructions. Control and miR-29 inhibitors were obtained from Dharmacon. 10 nM each of miR-29a, -29b, and -29c inhibitors were included in the transfection mix to achieve 30 nM final concentration and the control inhibitor was used at 30 nM. Luciferase assays were performed 24 hours after transfection using the Dual Luciferase Reporter Assay System (Promega). Each transfected well was assayed in triplicate. Firefly luciferase activity was normalized to Renilla luciferase activity for each transfected well.

## **Western Blot**

Low-passage human foreskin primary fibroblasts (obtained from ATCC, CRL-2091) were transfected with control or miR-29 inhibitors (Dharmacon) using DharmaFECT1 according to the manufacturer's instructions. 10 nM each of miR-29a, -29b, and -29c inhibitors were included in the transfection mix to achieve 30 nM final concentration and the control inhibitor was used at 30 nM. Immunoblotting was performed with anti-collagen I (Abcam, ab292) and anti- $\alpha$ -tubulin mouse monoclonal (clone DM1A; Calbiochem).

How the deposited data were processed for this re-analysis (not part of the article)

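Liver RNA from untreated mice and from mice given CCl4 for 1, 4 or 8 weeks was measured on TaqMan Array Rodent MicroRNA A Cards, with 2 cards per group and 8 in all. Groups, times and replicate numbers were taken from the sample labels, with the times and dose checked against the Methods. The paper gives 1 ml/kg of CCl4 and the labels 1 mg/kg, and the numbers of mice given with Fig. 1C differ from the 2 replicates per group in the labels except at 8 weeks; all 8 cards were used.

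The authors deposited raw Ct values, without normalization and not pooled across replicates; cells with no Ct are empty. The software that set the Ct threshold is not named in the paper's text. The authors also deposited a table of fold changes, ratios to the untreated group made with the DataAssist software from all assays after geometric-mean normalization of each card, with undetermined values not allowed and outliers among replicates excluded. When the geometric mean of all determined Ct values of a card was subtracted and the linear values were averaged within a pair, the recomputed ratios differed from the authors' deposited fold changes of at least 0.1 by at most 3.29%, and 168 of 207 values at 1 week, 168 of 219 at 4 weeks and 179 of 219 at 8 weeks lay within 0.005. At the 3 times, 25, 40 and 33 of these ratios rest on fewer than 4 determined values.

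The Methods give the geometric mean of each plate as the normalization, without listing the assays it covers. The recomputation of the deposited table used all determined assays of a card, and the centring used here is another one. Values here were the mean Ct of the card over the 149 assays below Ct 35 on every card, minus the Ct of the assay. The 166 assays determined on every card with a mean Ct below 35 were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, all 8 cards in 1 model, prior degrees of freedom 3.47), for each time against untreated, for each pair of times, and by an F test over the times. Benjamini-Hochberg adjustment was made within each comparison at 0.05. The miR-29 family was also compared between the 6 treated and 2 untreated cards by an exact two-sided permutation test. Pairing was taken from the replicate numbers in the labels, which do not say that same-numbered cards were processed together.

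The miRNAs named were fixed before the data were examined: the miR-29 family, miR-122, miR-130a and miR-26a, which the paper names, the first and last assays of Fig. 1B, the endogenous control RNAs, and for each comparison with untreated the 5 largest changes at an adjusted p of 0.05 whose treated cards both lay outside the range of the untreated cards. The alternatives, set at the same time, were other centrings (card mean of all determined assays, median, quantile normalization, endogenous controls, none), a mean Ct below 32, no Ct limit, undetermined values set to Ct 40, the replicate number as a block, eBayes with a trend, a fit to only the groups compared, an adjusted p of 0.10, other rankings for the list of 70, and each card left out in turn. Lists of miRNAs enriched in leukocytes, hepatocytes and mesenchymal cells and of the Dlk1-Dio3 cluster were written before the deposited values were seen but after Fig. 1B was seen. A list's median was placed among 10000 random lists matched on mean Ct.

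The procedure was tested on 20 simulated sets of cards with the replicate spread of the real assays and 40 assays changed by 2 on the log2 scale at 4 weeks. It called 83.6% of 788 changed assays and 1.19% of 2512 unchanged assays. The simulated errors were independent between assays and cards, and as many assays were raised as lowered. These rates therefore do not cover deviations shared by the assays of a card, or a wrong centring. No genome build is named with the values, so no coordinates are given; the annotation of GRCm38.p6 was used only for which miRNA genes neighbour each other. Plots were drawn with matplotlib 3.10.9. Individual TaqMan assays, primary transcripts, human hepatocytes and the AAV experiments were not analysed here.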

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

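The tests of the scaling of the cards and of the centring behind Fig. 1B were chosen after the result was seen. The other tests of the difference between times were set before their results were seen.

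The response at 1 week differed from that at 4 weeks for 78 of 166 assays (36 higher and 42 lower at 4 weeks, limma, adjusted p of 0.05), from that at 8 weeks for 40, and the responses at 4 and 8 weeks differed for 2, with 27 at an unadjusted p of 0.05. The 2 were miR-685 (log2 difference -3.92) and miR-137, the latter named after its value was seen. Between 1 and 4 weeks, miR-29b rose by 1.77 on the log2 scale (standard error 0.47, adjusted p = 0.0218 from limma), so that its decrease was larger at 1 week, while the differences of miR-29a (-0.56) and miR-29c (-0.80) did not pass. Values were lower at 4 weeks than at 1 week for miR-802 (-1.57), miR-193 (-2.42), miR-409-3p (-3.04), miR-410 (-3.46), miR-146b (-2.54), miR-376c (-2.65), miR-411 (-3.02) and U6 (-3.88), and higher for miR-685 (4.19), Y1 (2.25) and snoRNA202 (1.00). Between 1 and 8 weeks, the differences were -2.51 for miR-409-3p, -2.78 for miR-410, -3.12 for miR-146b, -2.25 for miR-376c, -1.84 for miR-411, -3.49 for U6, 1.18 for snoRNA202 and 1.86 for Y1.

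One 4-week card was the faintest of the 8, with a mean Ct of 29.8. If it made the difference, the cards of the 4-week pair would disagree, but the 4-week against 1-week differences of replicate 1 and of replicate 2 correlated across assays with r = 0.842 (0.813 with the pairing crossed; assays are not independent replicates). The difference had a Spearman correlation of 0.147 with mean Ct across assays (permutation p = 0.0589). Under the other centrings the count stayed between 58 and 92, and without any normalization it was 29. None of these tests accounted for the difference. Time on CCl4 remains a candidate explanation, as a hypothesis found on the same data. The labels give no run for the cards, so a run shared by the cards of a time point could not be told apart from time.

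Assays that Fig. 1B does not show were also changed, 15 at 1 week and 7 at 4 weeks. At 1 week these include U6 (2.38) and at 4 weeks miR-685 (3.64) and U6 (-1.50). Fig. 1B ranks by the average over the times, and U6 averages -0.08 over them. Of the 19 assays, 7 are among the first 70 by this average with the centring used here, miR-685 at 0.93 among them. With each card centred on all of its determined assays, 1 of the 19 is, and miR-685 averages 0.70 and ranks 72. Most of the 7 thus leave the first 70 with that centring, and the other assays fall outside it with either centring. In a ranking of the authors' deposited fold changes, however, miR-685, miR-142-3p and miR-125a-5p were among the first 70. miR-125a-5p was among the first 70 in all of these rankings, so the centring does not account for its absence from Fig. 1B. For miR-685 and miR-142-3p (rank 77 with all determined assays) the rankings disagree. The deposited values were recomputed with linear averages within a pair, so their ranking differs in more than the centring and does not decide it. The centring remains a candidate for miR-685, miR-142-3p and the rest of the 7. The plant miRNA assay on the cards, a negative control, was determined on 0 of 8 cards. No biological explanation was tested for the changes of these assays.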

How the results depend on the processing

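The geometric-mean centring, the crossed block and the scalings to a single control RNA were chosen after seeing the data. Scaling to a single control RNA subtracts that RNA's own change from every assay, but why the control RNAs changed was not tested. The cause of each other change below was not tested either.

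Of 222 values of the miR-29 family under the alternatives set in advance, 81 could not or did not move from the value reported and show no stability of direction. Of the 141 that moved, 140 were below 0, the other being miR-29a at 8 weeks after quantile normalization. Under these, miR-29c at 4 weeks kept an adjusted p of 0.05 or less (0.00124 to 0.0424, limma), as did miR-29b at 1 week (0.0044 to 0.0412). miR-29a at 4 weeks ranged from 0.0046 to 0.290 and lost its call with quantile normalization (log2 fold change -0.42), with the control RNAs (-0.57), without normalization (-2.06) and with a fit to only the groups compared (-1.21). miR-29c at 1 week ranged from 0.0110 to 0.270 and lost its call without normalization (-1.71) and with undetermined values set to Ct 40 (-1.20).

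Scaling moved the median log2 fold change of all tested assays, which was -0.09 at 1 week, 0.03 at 4 weeks and -0.04 at 8 weeks. It was -0.45, -0.25 and -0.11 with the card mean of all determined assays, -0.43, -0.18 and -0.07 with their geometric mean, -0.33, 0.67 and 0.42 with the control RNAs, and -0.60, -0.82 and -0.05 without normalization. With U6 alone it was -2.47, 1.53 and 1.07, with snoRNA202 alone 1.30, 0.42 and 0.17, and with snoRNA135 alone 0.18, 0.06 and 0.02. With a mean Ct below 32 it was -0.27 at 1 week.

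With U6 alone, miR-29a was -3.03 at 1 week, now past the threshold, and the values at 4 weeks were 0.30 for miR-29a, 0.78 for miR-29b and -0.49 for miR-29c, and at 8 weeks 0.61, 0.04 and 0.29. None of these values at 4 and 8 weeks passed the threshold, so miR-29c at 4 weeks lost its call (adjusted p = 0.523, limma). With snoRNA202 alone, miR-29a was 0.75, miR-29b -1.11 and miR-29c 0.20 at 1 week and miR-29a -0.82 at 4 weeks. None of these passed the threshold, so miR-29b at 1 week lost its call (adjusted p = 0.167, limma). With snoRNA135 alone, miR-29c at 1 week was -0.93 and miR-29a at 4 weeks -1.18, neither past the threshold.

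The number of assays changed at 8 weeks (5) was 1 with the card mean of all determined assays, with the geometric mean and without normalization, 12 with the control RNAs, 3 with a mean Ct below 32, 11 with a trend, 15 at an adjusted p of 0.10 and 17 with the crossed block. It was 0 with undetermined values set to Ct 40 (42 at an unadjusted p of 0.05) and with only the groups compared (32 unadjusted). Between 4 and 8 weeks (2), it was 1 with the card mean of all determined assays, the card median, the geometric mean and the control RNAs, 9 with quantile normalization, 6 at an adjusted p of 0.10 and 11 with the crossed block. It was 0 without normalization (18 unadjusted), with undetermined values set to Ct 40 (27), with the replicate block (25) and with only the groups compared (18). Between 1 and 8 weeks (40), it was 20 with quantile normalization, 15 with undetermined values set to Ct 40, 8 without normalization and 64 with the crossed block. Without normalization, 5 assays changed at 1 week, 10 at 4 weeks and 23 by the F test, 29 differed between 1 and 4 weeks, and the Dlk1-Dio3 cluster's median was 0.98. By the F test (90), 55 changed with quantile normalization and 46 with undetermined values set to Ct 40.

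The split into higher and lower assays followed the scaling. With the card mean of all determined assays, 18 were higher and 33 lower at 1 week, 12 and 27 at 4 weeks, and 21 and 12 at 8 against 1 week. With the geometric mean, they were 18 and 33, 12 and 23, and 21 and 12. With the control RNAs, 45 were higher and 11 lower at 4 weeks, 11 and 1 at 8 weeks, 72 and 20 at 4 against 1 week, and 46 and 10 at 8 against 1 week. With the card median, 19 were higher and 17 lower at 8 against 1 week. Without normalization, the pairs were 4 and 1 at 1 week, 1 and 9 at 4 weeks, 7 and 22 at 4 against 1 week, and 6 and 2 at 8 against 1 week.

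Some named assays changed direction. With quantile normalization, miR-122 at 4 weeks was 0.77, snoRNA135 was 0.59 at 4 weeks and 0.33 at 8 weeks, and snoRNA202 was 0.69 at both. With the control RNAs, miR-122 at 4 weeks was 0.41, miR-130a 0.45 at 4 weeks and 0.18 at 8 weeks, miR-26a at 8 weeks 0.013, snoRNA135 0.61 at 4 weeks and 0.40 at 8 weeks, and snoRNA202 0.25 at both. Over the 939 alternative values of named assays other than the miR-29 family, which were not scaled to a single control RNA, 386 did not move, so that only their call could change, and 553 moved. Of all of them, 820 were unchanged in direction and call or moved by less than the replicate SD, 454 of these among the values that moved, 61 became weaker, 12 became stronger, 33 moved and 13 reversed.

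Across the fits that each left out a card, miR-29a ranged from -0.88 to -0.50 at 1 week, from -1.44 to -1.02 at 4 weeks, from -0.74 to -0.32 at 8 weeks and from -1.02 to -0.61 for any CCl4. miR-29b ranged from -3.06 to -1.91 at 1 week and from -1.57 to -0.57 at 8 weeks. Where both groups kept 2 cards, 54 to 59 assays changed at 1 week, 42 to 50 at 4 weeks and 0 to 6 at 8 weeks, the 0 with 34 at an unadjusted p of 0.05. Between 1 and 4 weeks 69 to 74 differed, between 1 and 8 weeks 34 to 49, and between 4 and 8 weeks 0 in every such fit (21 to 27 unadjusted). The heat map shared 53 to 60 names. The block cannot move a log2 fold change, so its fold changes and rankings show no stability. With 2 cards per group, 83.6% of simulated changes of 2 on the log2 scale were called; smaller changes were not simulated.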

Differences from the paper's values

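The values of Fig. 1C come from individual assays, not from the cards, and were read by eye. The fold changes compared here are 2 to the power of the mean log2 fold change, which can differ from the mean of the cards' fold changes (0.177 and 0.192 for miR-29b at 1 week). With the centring used here, none of the 9 fold changes of the miR-29 family differed from them by more than the larger replicate error and by more than 1.5 times. Under some scalings they did pass both limits. miR-29a at 8 weeks was 1.00 with quantile normalization and 0.968 with the control RNAs, against the paper's value of about 0.62 in Fig. 1C, read by eye. miR-29b at 4 weeks was 0.945 with the control RNAs, against about 0.45 in Fig. 1C. Without normalization, miR-29a and miR-29c at 4 weeks were 0.241 and 0.14, against about 0.51 and about 0.35 in Fig. 1C. For example, miR-29b at 1 week was 0.177 here against the paper's value of about 0.26 in Fig. 1C, read by eye, and miR-29a at 8 weeks was 0.704 against about 0.62.

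Fig. 1C marks decreases as significant for miR-29b and miR-29c at 1 week and for all 3 miRNAs at 4 and 8 weeks. Its marks stand for p below 0.05 from the REST software, with no adjustment stated. The adjusted threshold used for the cards is stricter, and the groups compared differed in size. On the cards, miR-29b at 4 weeks (log2 fold change -0.72, adjusted p = 0.273) and all 3 at 8 weeks (adjusted p from 0.172 to 0.269) did not pass an adjusted p of 0.05, and no setting that was run called them. The unadjusted limma p at 8 weeks was 0.0414 for miR-29c, 0.0552 for miR-29b and 0.108 for miR-29a, and 0.166 for miR-29b at 4 weeks. Without adjustment, miR-29c at 8 weeks would thus pass 0.05 and the others would not. The Methods describe the heat map as the miRNAs with the greatest average fold change after normalization to the geometric mean of each plate. Of its 70 names, 59 were in the ranking here, and 69 when each card was centred on all of its determined assays. Subtracting the geometric mean of all determined Ct values, chosen after the data were seen, gave 68.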

Other observations

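The tests of late amplification, of fainter cards, of the amount of template and of the brightness of same-numbered cards were chosen only after the result was seen.

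Ct values bunched just below whole cycles. If decimals were evenly spread, 10% of the Ct values would have a fractional part of 0.9 or more, but the share was 17.4% and 15.6% on the untreated cards, 26.3% and 32.4% at 1 week, 12.3% and 47.7% at 4 weeks, and 15.0% and 20.1% at 8 weeks. Late amplification of scarce templates would leave early values evenly spread, and the share was 25.5% below Ct 28, 18.7% from 28 to 31 and 23.7% above 31. Over the 8 cards, the share rose with the mean Ct (Spearman's rho 0.833, exact permutation p = 0.0154; Pearson's r 0.845, exact permutation p = 0.0083; the only relation across cards computed). Without the 2 cards farthest from the median Ct, r was 0.606 and rho 0.714 over 6 cards. The faintness of a card remains a candidate explanation, as a hypothesis from the same cards, and the cards of a pair differed in the share, so the treatment alone does not account for it. On the 4-week card with the largest share, bunched assays deviated from the other card of the pair by -0.12 more than the other assays on the log2 scale (permutation p = 0.34), and 34.1% of 85 bunched assays against 25.9% of 81 others were changed at 4 weeks, a difference of 8.2 points (Fisher's exact test, two-sided p = 0.31). On this card, neither a shift of the fold changes nor the calls at 4 weeks could be traced to the bunching, but a small shift is not excluded. The other cards were not tested in this way, so calls at 1 week are not covered. miR-29b, called at 1 week, had Ct values of 32.94 and 33.94 on those cards, both just below a whole cycle.

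Assays of the Dlk1-Dio3 cluster, a group of miRNA genes between those genes on the annotation, were mostly higher. Of 59 listed, 12 were tested, and their median log2 fold change was 2.19 at 1 week (above 99.99% of random lists matched on mean Ct), 0.45 at 4 weeks (above 55.9%) and 1.03 at 8 weeks (above 99.9%). The median of their mean over the times was 1.44, above 100% of the random lists, with 9 of 12 higher. Since the cluster was listed after Fig. 1B, which shows several of its members, was seen, this does not set it apart from a choice of assays that had already risen. Its median stayed above 0 under the scalings set in advance, the lowest being 0.98 without normalization. RNA from mesenchymal cells would raise the mesenchymal list too, and at 1 week the median of its 7 tested assays was -0.38, above 25.7% of matched lists. At 4 weeks it was 0.33, above 89.4% of them, and at 8 weeks -0.07, above 64.4%. The list as a whole did not rise at 1 week, where 2 of the 7 assays were higher, but its members were mixed. They ranged from -1.24 (miR-125b-5p) to 0.70 (miR-214), so RNA from mesenchymal cells is not excluded at any time. A response of the cluster to CCl4 may be the source, but cannot be told apart from the choice of the list.

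Leukocyte-enriched assays, listed after the same figure, had medians of 1.88, 1.40 and 0.72 at 1, 4 and 8 weeks, and a median of 1.26 over the mean of the times, above 99.99% of matched lists, with 8 of 8 higher. By time, 7 of 8 were higher at 1 week and 8 of 8 at 4 and at 8 weeks, but the members differed. At 1 week miR-142-3p was -0.20 and miR-142-5p 1.63, and miR-150 was 0.13 at 4 weeks and 0.02 at 8 weeks. Leukocyte RNA may be the source, but the rise cannot be told apart from the choice of the list.

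Hepatocyte-enriched assays, from a list made in the same way, fell by 2.36 on the log2 scale at 4 weeks in the median, below all 10000 matched lists, with 0 of 6 higher. Since 5 of the 6 are shown in Fig. 1B, which was seen before the list was made, the fall cannot be told apart from the choice of the list. A lower share of hepatocyte RNA would lower miR-122, a member of the list, as much, and miR-122 changed by -0.23 at 4 weeks. This value was -0.51 with the card mean of all determined assays, -1.07 without normalization, 0.41 with the control RNAs and 0.77 with quantile normalization. The list's median is given only with the centring used here. Apart from quantile normalization, these scalings shift every assay alike and leave the gap between miR-122 and the list unchanged. At 1 week miR-122 was -1.20 and the list's median -0.79, and at 8 weeks they were 0.09 and -1.22. miR-122 thus did not follow the list at 4 and 8 weeks, and no other biological explanation was tested.

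The control RNA U6 moved against the other control RNAs at 1 week. It rose by 2.38 on the log2 scale, while snoRNA135 was -0.27, snoRNA202 -1.39, U87 -1.92 and Y1 -1.28. At 4 and 8 weeks, U6 (-1.50 and -1.11) was lower, as were U87 (-1.74 and -0.97), snoRNA202 (-0.39 and -0.21) and snoRNA135 (-0.03 and -0.06), and Y1 was higher (0.98 and 0.59). The amount of template on a card would move U6 and snoRNA202 together, and U6 changed relative to snoRNA202 by 3.77 at 1 week, -1.11 at 4 weeks and -0.90 at 8 weeks, against a replicate SD of 0.681. No biological explanation was tested.

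Same-numbered cards deviated in opposite directions between untreated and 8-week livers (r = -0.50 across assays). If the brightness of the cards were the cause, the sign of each correlation would follow the mean Ct of the cards; it did so in 4 of 6 pairs of groups, and in 3 over the assays used for centring. The 2 pairs that did not follow it over the tested assays had r = 0.03 and 0.00, and the pairs with r = -0.39, -0.50 and 0.43 followed it. Over the assays used for centring, the 3 pairs that did not follow it had r = -0.22, 0.17 and 0.20. The sign test does not settle it, and the deviations cannot be told apart from an effect of brightness. The labels give no processing order, and no biological explanation was tested.

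Some assays were determined on both cards of a group and on neither untreated card, 6 at 1 week, 1 at 4 weeks and 3 at 8 weeks, and the reverse held for 9, 3 and 2. With 2 cards per group these were not tested.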
